# Blockade of Wnt Secretion Attenuates Myocardial Ischemia–Reperfusion Injury by Modulating the Inflammatory Response

**DOI:** 10.3390/ijms232012252

**Published:** 2022-10-14

**Authors:** Ingmar Sören Meyer, Xue Li, Carina Meyer, Oksana Voloshanenko, Susann Pohl, Michael Boutros, Hugo Albert Katus, Norbert Frey, Florian Leuschner

**Keywords:** myocardial infarction, monocytes, Wnt signaling, inflammation

## Abstract

Wnt (a portmanteau of *Wingless* and *Int-1*) signaling in the adult heart is largely quiescent. However, there is accumulating evidence that it gets reactivated during the healing process after myocardial infarction (MI). We here tested the therapeutic potential of the Wnt secretion inhibitor LGK-974 on MI healing. Ischemia/reperfusion (I/R) injury was induced in mice and Wnt signaling was inhibited by oral administration of the porcupine inhibitor LGK-974. The transcriptome was analyzed from infarcted tissue by using RNA sequencing analysis. The inflammatory response after I/R was evaluated by flow cytometry. Heart function was assessed by echocardiography and fibrosis by Masson’s trichrome staining. Transcriptome and gene set enrichment analysis revealed a modulation of the inflammatory response upon administration of the Wnt secretion inhibitor LGK-974 following I/R. In addition, LGK-974-treated animals showed an attenuated inflammatory response and improved heart function. In an in vitro model of hypoxic cardiomyocyte and monocyte/macrophage interaction, LGK974 inhibited the activation of Wnt signaling in monocytes/macrophages and reduced their pro-inflammatory phenotype. We here show that Wnt signaling affects inflammatory processes after MI. The Wnt secretion inhibitor LGK-974 appears to be a promising compound for future immunomodulatory approaches to improve cardiac remodeling after MI.

## 1. Introduction

Cardiovascular diseases (CVDs), including myocardial infarction (MI), are a leading cause of death around the globe. According to the World Health Organization (WHO) an estimated 17.9 million people die from CVDs each year, from which more than 50% of deaths result from MI [1]. In the last two decades, inpatient mortality following MI has declined tremendously due to improved treatment strategies and infrastructure. However, up to 36% of patients who survive acute MI will suffer from chronic heart failure (HF) [2,3], resulting in a significant socioeconomic burden [4]. 

MI is typically caused by plaque erosion or plaque rupture that results in the occlusion of a coronary artery. The occlusion leads to an insufficient blood supply to the underlying tissue and, consequently, to the death of cardiomyocytes. This initiates a complex healing process that replaces the lost tissue with a solid scar [5]. Clinical interventions aim to reperfuse the occluded artery to minimize the tissue damage due to the ischemic insult.

In recent years it became evident that an adequate inflammatory response is crucial for the healing process after MI. It is now well established that a prolonged and exaggerated inflammatory response can cause additional tissue damage, promote adverse remodeling, and is associated with poor prognosis [6]. 

Neutrophils are the first leukocyte subset that massively infiltrates the infarcted tissue within a few hours [7]. Shortly thereafter, monocytes and their lineage-descendent macrophages become the predominant immune cells [8,9]. Their response appears to be biphasic. The inflammatory Ly6Chi monocytes, with their proteolytic and phagocytotic properties, fulfill similar functions to neutrophils in the early infarct and clear cellular debris and damaged extracellular matrix. At later stages, reparative Ly6Clo macrophages promote angiogenesis and the deposition of extracellular matrix proteins to form a solid scar that replaces the lost heart tissue [8]. 

There is an increasing body of evidence that Wnt signaling may play an important role during the healing process after MI [10]. The name Wnt comes from the gene names *Wingless (Wg)*, an important gene during development in *drosophila*, and its murine homolog *Int-1*, which is a known protooncogene. Although largely quiescent in the healthy adult heart, Wnt signaling gets reactivated upon myocardial injury [11]. Wnt signaling can be roughly subdivided into a *β-catenin*-dependent canonical and a *β-catenin*-independent non-canonical signaling pathway. The latter uses *c-Jun-terminal kinases (JNK)* and the transcription factor *activating transcription factor 2 (ATF2)*, among others, for signal transduction [12]. We could previously show that infiltrating monocytes are activated during myocardial infarction via the non-canonical Wnt signaling pathway at the site of injury. Furthermore, inhibition of Wnt signaling by the extracellular Wnt inhibitor *Wnt inhibitory factor-1 (WIF-1)* leads to improved infarct healing by modulating the inflammatory response [13].

Secretion of Wnt proteins requires post-translational modifications by the endoplasmic reticulum transmembrane O-acyltransferase *Porcupine (Porcn)*. 

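The mouse Porcn gene lies on chromosome X of GRCm38 from 8193848 to 8206525, on the minus strand, and is annotated as protein-coding. No exon of another annotated gene overlaps its exons. In infarct tissue taken 2 days after ischemia/reperfusion, Porcn was expressed at 2.20 ± 0.569 CPM (counts scaled to library size; SD, n = 3 mice) under LGK-974 and 1.94 ± 0.482 (SD, n = 3) under DMSO. This is a log2 fold change of 0.18 (standard error 0.396, adjusted p = 0.828 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than the spread between mice. Its sign changed with 1 mouse left out: the 6 fits that each left out one mouse gave log2 fold changes from −0.02 to 0.44.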

Inhibition of *Porcn* by the small molecule LGK-974 has been shown to effectively inhibit Wnt protein secretion [14]. The inhibitor is currently in clinical trials for cancerous diseases that show dysregulated Wnt signaling.

We here evaluated whether inhibition of Wnt protein secretion by the *Porcn* inhibitor LGK-974 modulates the inflammatory response and improves the healing process in a murine model of MI (ischemia–reperfusion (I/R) model). We found that treatment with LGK-974 attenuates the monocytic response and improves the healing process following MI.

## 2. Results

### 2.1. RNAseq Analysis Reveals Altered Gene Expression of Inflammation-Associated Genes upon LGK974 Administration

In order to elucidate the biological processes that are influenced by Wnt signaling during myocardial infarction, we treated animals with the Wnt secretion inhibitor LGK-974 and compared the transcriptomes with vehicle-treated (dimethyl sulfoxide (DMSO)) animals (a timeline of the experimental procedure and the animal use is depicted in Figure 1). 

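Infarct tissue from 3 mice treated with LGK-974 and 3 mice treated with DMSO was sequenced. LGK-974 is a small molecule that blocks Porcupine, the enzyme that attaches the lipid Wnt proteins need to leave the cell, and DMSO is the solvent it was given in. The dose was 3 mg/kg per day, and tissue was harvested 2 days after ischemia/reperfusion (48 h in the sample labels). Such tissue holds surviving cardiomyocytes, fibroblasts, endothelial cells and infiltrating leukocytes, so a change in a gene can come from the cells or from the mixture. The paper names both depletion of ribosomal RNA with RiboZero and the TrueSeq RNA Access kit, which captures coding sequence with probes. Whether both were applied to these libraries was not checked here. The authors assigned reads to Ensembl transcripts of GRCm38 with Kallisto, which matches reads to transcript sequences without aligning them to the genome. They deposited an estimated count and a TPM value for each of 118489 transcripts in each library.

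The estimated counts summed to 80398211, 65857384 and 46208470 in LGK-974 replicates 1, 2 and 3, and to 48470064, 48517100 and 41579787 in DMSO replicates 1, 2 and 3. Mitochondrial genes held 28.1 to 53.6% of the counts under LGK-974 and 39.2 to 42.6% under DMSO. With the GENCODE annotation of the same genome build, 98.6% of the transcripts were joined to 36047 genes, and these transcripts held 99.6 to 99.7% of the counts of each library. Estimated counts were summed per gene and rounded to whole numbers. Libraries were scaled with the TMM method of edgeR, with factors from 0.816 to 1.40 under LGK-974 and from 0.828 to 1.00 under DMSO. Genes with at least 10 counts in at least 3 samples were tested, which left 20094 genes. With 3 mice against 3, an exact permutation test of a single value cannot give a p-value below 0.1.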

RNA-seq analyses revealed that LGK-974 treatment results in a diverse transcriptional response in the infarcted area. 

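Over all tested genes, the log2 fold change of LGK-974 against DMSO had a median of −0.13. In 2157 genes every LGK-974 mouse lay above every DMSO mouse, and in 1460 genes every LGK-974 mouse lay below. Together these were 18.0% of the tested genes, where 10% would be separated by chance with 3 mice against 3. The first principal component of log2 CPM held 63.7% of the variance and set DMSO replicate 1, at 173, apart from the other libraries, which lay between −91.7 and 45.2. It did not order the libraries by treatment, since DMSO replicate 3 lay at −71.2, between 2 of the LGK-974 libraries. The second component held 12.0%. Correlations of log2 CPM between libraries were 0.874 to 0.944 where DMSO replicate 1 was one of the pair and 0.959 to 0.987 in the other pairs.

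DMSO replicate 1 also held counts on genes that heart tissue is not known to use. Among 1813 genes of such families, including olfactory, vomeronasal and bitter taste receptors, 99.3% had counts in DMSO replicate 1, against 52.7 to 83.0% in the other libraries. The median level of these genes was 28.3 counts per kb of transcript in DMSO replicate 1, 9.63 in DMSO replicate 2, 8.98 in LGK-974 replicate 1 and 0.669 to 2.66 in the other 3 libraries. The common dispersion, edgeR's measure of the spread between mice of one group, was 0.238 with all mice and 0.0825 without DMSO replicate 1.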

We observed differential expression of 529 genes in infarcted heart tissue isolated from either LGK-974 or DMSO-treated animals (Figure 2). 

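With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 of the tested genes had an adjusted p-value under 0.05, and the lowest adjusted p-value was 0.368. At an unadjusted p-value under 0.05 there were 2699 genes, 1257 higher and 1442 lower with LGK-974, where 1004.7 would be expected if no gene differed. Mice with the same replicate number deviated together in part, with a mean correlation of their deviations from the group means of 0.256 (range −0.166 to 0.487), against −0.139 for mice with different numbers. With the replicate number as a block, 0 genes passed an adjusted p-value of 0.05 and 3312 an unadjusted one. DESeq2, the program the paper used, called 315 genes at an adjusted p-value under 0.05. Its own filter on low counts was set for this threshold, and its other settings were the defaults. Of the alternatives at an adjusted p-value under 0.05, DESeq2 on counts less background, chosen after the values were seen, moved the count most, to 1276 genes, and edgeR without a filter on low counts gave 1206.

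The 5 genes with the smallest p-values were all higher with LGK-974, without overlap between the groups. Sprr1a, a small proline-rich protein gene on chromosome 3 from 92483952 to 92485895, was expressed at 370 ± 132 CPM (SD, n = 3) under LGK-974 and 69.6 ± 16.8 (SD, n = 3) under DMSO. Its log2 fold change was 2.41 (standard error 0.334), and 2.37 with the replicate block, where edgeR's adjusted p-value was 0.0576. Lilrb4a, an inhibitory receptor of leukocytes on chromosome 10 from 51490956 to 51496611, rose from 53.9 ± 3.05 to 127 ± 16.7 CPM (SD, n = 3 each), a log2 fold change of 1.23 (standard error 0.167). The log2 fold changes of Evi2b, Pdpn and Slc15a3 were 1.28, 1.32 and 1.35, with standard errors of 0.162, 0.181 and 0.192. With the replicate block, the log2 fold changes of these 4 genes were 1.23 to 1.34 and their adjusted p-values from edgeR 0.115 to 0.12. DESeq2's adjusted p-values for the 5 genes lay between 5.04e-11 for Sprr1a and 4.08e-04 for Pdpn. Reads can be shared between genes for 3 of them: exons of Lilrb4a overlap those of Gm49339 over 1846 bases, Evi2b those of Evi2 over 1831 bases, and Slc15a3 those of Tmem132a on the other strand over 1541 bases.

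**Figure D1:**
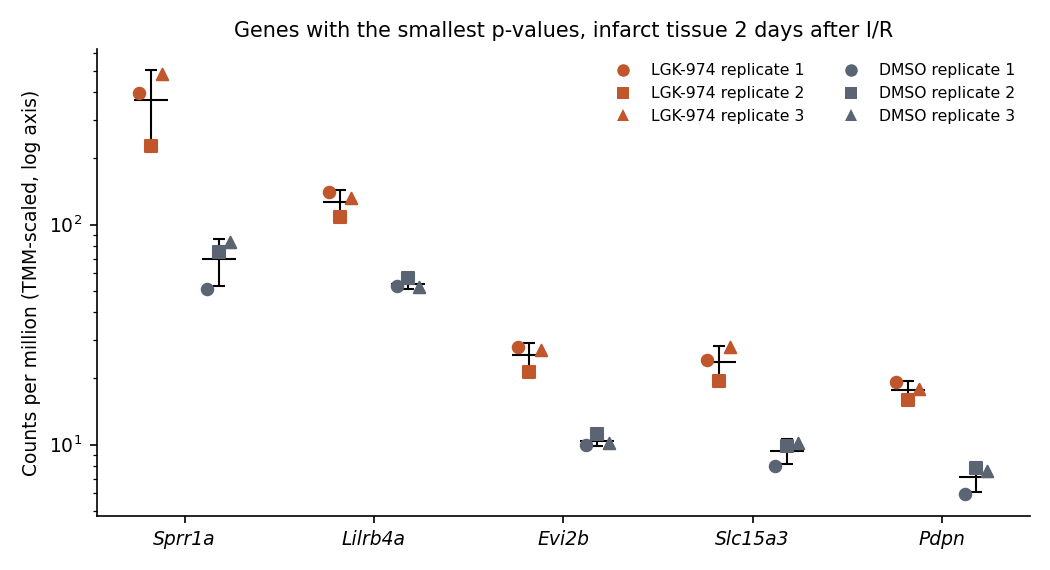
CPM (log axis) of the 5 genes with the smallest p-values in each library, by treatment, with horizontal lines at the mean and bars for the SD of 3 mice. In each gene the LGK-974 libraries lie above the DMSO libraries, and Sprr1a has the widest gap, with means of 370 and 69.6 CPM.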

Gene set enrichment analysis (GSEA) revealed that a great proportion of differentially expressed genes are associated with the immune system and its function or profibrotic processes (Table 1).

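Table 1 uses Reactome gene sets, whose gene lists were not used here. Related families were instead defined by gene symbol and tested with camera of limma, which asks whether the genes of a family lie higher or lower than the other genes, with an inter-gene correlation of 0.01 and adjustment over 23 families. Among 252 immune genes, the median log2 fold change was 0.22 (camera of limma, adjusted p = 2.99e-07), and 0.27 with the replicate block (adjusted p = 2.27e-06). All LGK-974 mice lay above all DMSO mice in 77 immune genes and below in 12, where chance separates 10% of genes. Adjusted over the immune genes alone, 18 passed an adjusted p-value of 0.05 by edgeR's test. Among 72 collagen formation genes the median was 0.33 (camera of limma, adjusted p = 4.6e-05), and 0.36 with the block (adjusted p = 1.39e-04), and 7 genes passed after adjustment over the family. Among 228 extracellular matrix genes it was 0.13 (adjusted p = 1.78e-05 by camera of limma), and 0.15 with the block (adjusted p = 5.91e-05), and 0 genes passed after adjustment over the family, with 69 at an unadjusted p-value under 0.05.

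The 90 axon guidance genes had a median of −0.16 (camera of limma, adjusted p = 0.839), and −0.11 with the block (adjusted p = 0.902). The 36 semaphorin genes had a median of 0.04 (camera of limma, adjusted p = 0.794) and 0.03 with the block (adjusted p = 0.432), with a negative median of −0.14 on counts scaled from TPM. Their 3 members with the smallest p-values, Nrp2, Plxnc1 and Dpysl3, had log2 fold changes of 0.74, 0.51 and 0.69. The alternative that moved the immune, collagen and matrix results most was camera of limma with the inter-gene correlation estimated from the 6 libraries, which gave an adjusted p-value of 0.344 for each. An exact two-sided permutation test of the mean z-score per library gave p = 0.3 for the immune genes, 0.2 for the collagen genes and 0.1 for the matrix genes.

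Among DESeq2's calls, 21 of 264 testable immune genes were included, where 3.74 would be expected (one-sided Fisher's exact test, adjusted p = 2.46e-09). For collagen formation genes they included 10 of 72 (1.02 expected, Fisher's exact test, adjusted p = 3.2e-07), and for extracellular matrix genes 26 of 238 (3.37 expected, Fisher's exact test, adjusted p = 1.76e-14). Fisher's exact test treats genes as independent, although genes of a family can vary together, so it does not measure the spread between mice. The collagen and matrix lists share genes such as P4ha3 and Col8a1. In simulated data with the fitted dispersions, 42 of DESeq2's 213 calls were false. Of the axon guidance and semaphorin genes, 0 were called by DESeq2, while 12 and 7 had an unadjusted p-value under 0.05 by edgeR's test. From the gene sets of Table 1, the paper concludes that many of the differentially expressed genes belong to the immune system or to profibrotic processes.

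**Figure D2:**
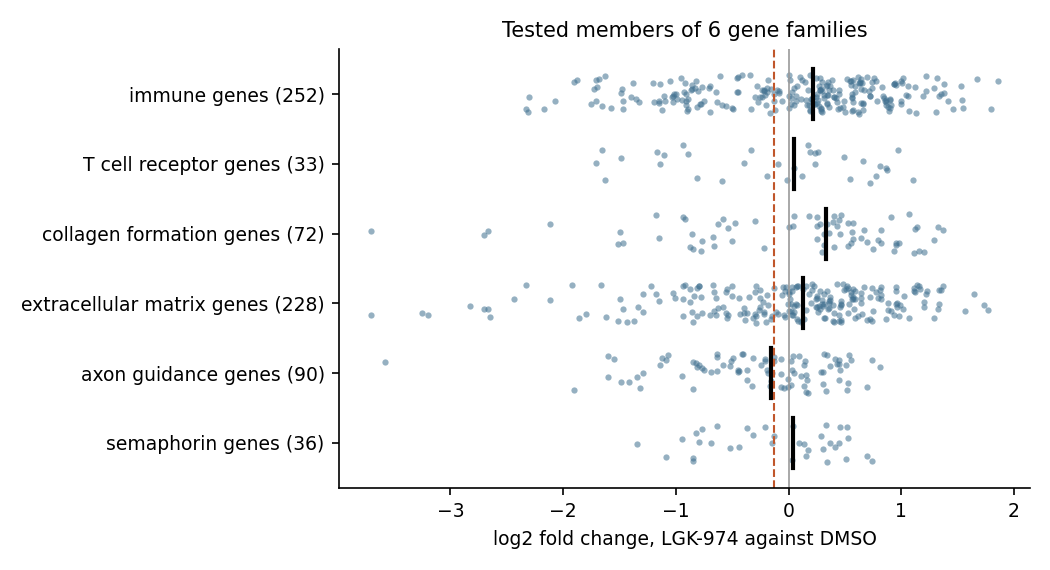
Log2 fold change of LGK-974 against DMSO for each tested member of 6 gene families, with the number of genes in parentheses, 1 point per gene, vertical black bars at the family medians and a dashed line at the median of all tested genes. The medians of the immune, collagen formation and extracellular matrix genes, at 0.22, 0.33 and 0.13, lie to the right of the dashed line, and members of every family lie on both sides of 0.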

### 2.2. Blockade of Wnt Protein Secretion by LGK-974 Attenuates the Inflammatory Response after MI

Prolonged and exaggerated inflammatory responses after cardiac injury can cause additional tissue damage and promote adverse remodeling [6]. The Canakinumab Anti-Inflammatory Thrombosis Outcome Study (CANTOS) demonstrated that patients with coronary heart disease benefit from immunomodulating therapy [15]. We, therefore, evaluated the effect of LGK-974 on the inflammatory response following MI. 

We next evaluated the inflammatory response two days after induction of I/R injury using flow cytometry. Figure 3a represents the gating strategy for cell debris and doublet exclusion. We observed reduced infiltration of leukocytes in the infarcted hearts of LGK-974 treated animals compared to the vehicle control (Figure 3b,d). Since the myeloid cell response plays a major role in infarct healing, we further evaluated cell numbers of monocyte/macrophage-subsets and neutrophils in infarcted hearts. The myeloid response was generally reduced in LGK-974 treated animals compared to the controls (Figure 3c,e). Further, flow cytometric analysis revealed that inflammatory monocytes numbers were significantly reduced (Figure 3f–h), while a clear trend was observed for macrophage and neutrophil numbers between LGK-974 and DMSO-treated animals, no statistically significant difference was observed (Figure 3i,j). We further determined cardiac *troponin T* levels 24 h after induction of I/R injury to test if LGK-974 already has an effect on initial infarct sizes. However, we did not observe differences between LGK-974 and DMSO-treated animals (Figure 3k).

### 2.3. Blockade of Wnt Secretion by LGK-974 Preserves Heart Function 

Inflammatory reactions can contribute to adverse remodeling and may contribute to the onset of heart failure after MI [16]. Therefore, we evaluated if the anti-inflammatory effect observed due to LGK-974 treatment also impacts heart function 28 days after induction of I/R injury. For the echocardiographic evaluation of the heart function and the histological evaluation, 4 weeks after the induction of I/R-injury we operated 28 animals in total. In the DMSO control group, 2 animals died, whereas in the LGK-974 treated group, 3 animals died. However, the animals died immediately after or during the surgery; therefore, we concluded that the mortality was independent of the treatment. An additional 4 animals had no elevation in *troponin T* levels, i.e., no ischemia–reperfusion injury, and were excluded from the analysis. LGK-974 treatment preserves heart function following I/R injury (see Figure 4a for representative M-Mode images of DMSO and LGK-974 treated animals). Animals, who received a daily dose of LGK-974 during the inflammatory phase (day 1 to day 7, post-injury) had a higher fractional shortening and a higher ejection fraction compared to vehicle-treated animals (Figure 4b,c). LGK974 treatment had no effect on heart function under basal conditions (see Supplemental Material S1–S3). The heart rate between the LGK-974 and DMSO-treated animals did not differ 28 days after the induction of I/R injury (see Supplemental Figure S4). In addition, LGK974 treatment resulted in reduced fibrosis in the LV wall (Figure 4d,e). Taken together, modulation of Wnt secretion during the inflammatory response after MI may be beneficial and could improve cardiac remodeling.

### 2.4. Inhibition of Wnt Secretion Inhibits Monocyte/Macrophage Activation In Vitro

We next tried to elucidate how LGK-974 may alter the inflammatory process in vitro. For this purpose, we made use of an in vitro model for studying cardiomyocyte-monocyte/macrophage interactions. We cultured HL-1 heart muscle cells under hypoxic conditions (1.5% O_2_) in the presence or absence of LGK-974 for 24 h. Western blot analysis of the supernatant revealed that LGK-974 effectively reduced the secretion of Wnt5a by cardiomyocytes (see Supplemental Figure S5). We could also show that the supernatant of hypoxic cardiomyocytes triggers ATF2 phosphorylation (see Supplemental Figure S6). We then stimulated monocytes/macrophages with the supernatant for 4 h. Monocytes/macrophages that were stimulated with the supernatant of cardiomyocytes that were cultured under hypoxic conditions in the presence of LGK-974 showed reduced activation of non-canonical Wnt signaling, as seen by reduced ATF2 phosphorylation (Figure 5a,b). In addition, these monocytes/macrophages showed reduced expression levels of inflammatory markers such as TNFα, IL-1β (Figure 5c), and MMP2 measured by qPCR (Figure 5d top); MMP9, however, remained unaltered (Figure 5d bottom), indicating that secreted Wnt proteins may be used by cardiomyocytes to stimulate an immune response.

## 3. Discussion

Myocardial infarction elicits a strong stimulation of the immune system leading to massive infiltration of myeloid cells into the infarcted heart [17,18]. We and others could previously show that immune cells that infiltrate the infarcted heart get activated via the non-canonical Wnt signaling pathway. Inhibition of Wnt signaling by extracellular inhibitors had anti-inflammatory effects and improved infarct healing [13,19]. We here inhibited Wnt protein secretion with the small molecule LGK-974 during the inflammatory response after MI. Our finding further supports the hypothesis that adjustment of Wnt signaling attenuates inflammatory (especially the monocytic) responses and improves the healing process. 

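Cd74, the invariant chain of MHC class II, had the smallest p-value among the immune genes. Its gene lies on chromosome 18 from 60803848 to 60812652 (GRCm38), and its expression was 47.8 ± 12.2 CPM (SD, n = 3) with LGK-974 and 16.3 ± 4.01 (SD, n = 3) with DMSO. The log2 fold change was 1.55 (standard error 0.255), and 1.38 to 1.80 in the 6 fits that each left out one mouse. Ccl12, a chemokine that attracts monocytes, was expressed at 12.2 ± 1.76 CPM with LGK-974 and 5.00 ± 0.825 with DMSO (SD, n = 3 each), a log2 fold change of 1.29 (standard error 0.213). For the cytokine gene Il33 the values were 19.5 ± 1.25 and 10.8 ± 0.736 CPM (SD, n = 3 each), a log2 fold change of 0.86 (standard error 0.148). In these 3 genes the LGK-974 and DMSO mice did not overlap. None of them passed an adjusted p-value of 0.05 over all genes by edgeR's test, and DESeq2's adjusted p-values were 1.04e-04 for Cd74, 0.00282 for Ccl12 and 0.00907 for Il33.

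The 33 tested genes of T cell receptor signaling had a median log2 fold change of 0.05 both without and with the replicate block (adjusted p = 0.202 and 0.211 by camera of limma). The sign was not stable, since the median was −0.03 among protein-coding genes. Of these genes, 17 were higher and 16 lower with LGK-974. Those with the smallest p-values were Ptpn6, Evl and Vav1, with log2 fold changes of 1.10, 0.72 and 0.87 and standard errors of 0.288, 0.21 and 0.263. Exons of Ptpn6 and Evl share 195 and 278 bases with genes on the other strand. Ptpn6 was the only gene of this family among DESeq2's calls (adjusted p = 0.0499).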

Our RNA-seq analysis and GSEA show that the inhibition of Wnt protein secretion leads to alterations in the expression of genes that are associated with the immune system. However, since RNAseq was performed on tissue (from the infarcted area), we cannot pin down these findings to specific cell types or processes. 

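Lists of marker genes of single cell types were read in the same tissue. All 18 leukocyte marker genes were higher with LGK-974, with a median log2 fold change of 0.92 (camera of limma, adjusted p = 2.26e-12) and 0.89 with the replicate block (adjusted p = 2.67e-10). Of these, 13 passed an adjusted p-value of 0.05 by edgeR's test when the adjustment was made over the list alone. The smallest p-values were those of Lyz2, Cd53 and Adgre1, with log2 fold changes of 1.30, 1.07 and 0.88 (standard errors 0.237, 0.201 and 0.182). Lyz2 has a close paralog, Lyz1, with which it can share reads. Of the 18 monocyte and macrophage markers, which share genes such as Lyz2 and Adgre1 with the leukocyte list, 18 were higher as well. Their median was 0.85 with and without the block. Of 14 fibroblast markers 13 were higher (median 0.54, and 0.55 with the block). Of 15 cardiomyocyte markers 14 were lower, with a median of −0.44 (adjusted p = 0.013 by camera of limma) and of −0.47 with the block (adjusted p = 0.0726). With one mouse left out, the cardiomyocyte median ranged from −0.61 to −0.19. Its adjusted p-value from camera of limma was 0.589 without a filter on low counts and 0.672 with the inter-gene correlation estimated. With that correlation estimated, camera of limma gave an adjusted p-value of 0.344 for the leukocyte, the monocyte and macrophage, and the fibroblast markers each. Neutrophil markers had a median of 0.01, and of −0.10 with the block. T cell markers had a median of −0.55, with 8 of 12 lower (camera of limma, adjusted p = 0.839). B cell markers had one of −0.45, with 9 of 12 lower (camera of limma, adjusted p = 0.829). For both lists the highest score was that of DMSO replicate 1, at 1.32 and 1.11.

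With each gene z-scored over the 6 libraries and averaged, the leukocyte score was 1.37 higher with LGK-974 and did not overlap between the groups (exact two-sided permutation test, p = 0.1). The cardiomyocyte score differed by −0.904 on the same scale, with overlap between the groups (exact permutation test, p = 0.3).

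**Figure D3:**
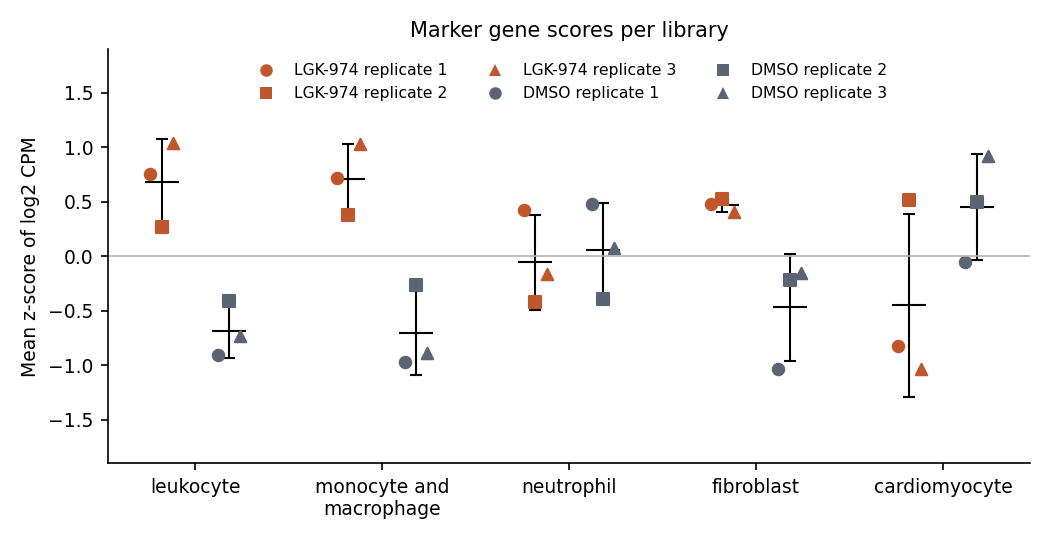
Mean z-score of log2 CPM over the genes of each marker list in each library, by treatment, with horizontal lines at the mean and bars for the SD of 3 mice. The leukocyte, monocyte and macrophage, and fibroblast scores of the LGK-974 libraries lie above those of the DMSO libraries, while the neutrophil and cardiomyocyte scores overlap.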

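P4ha3, which encodes a subunit of collagen prolyl 4-hydroxylase, had the smallest p-value among the collagen formation and extracellular matrix genes. It was expressed at 16.7 ± 3.00 CPM (SD, n = 3) with LGK-974 and 6.68 ± 0.948 (SD, n = 3) with DMSO, a log2 fold change of 1.32 (standard error 0.206). The collagen genes Col8a1 and Col12a1 had log2 fold changes of 1.20 and 1.37 (standard errors 0.249 and 0.31). Spp1, the gene of osteopontin, was expressed at 312 ± 94.4 CPM with LGK-974 and 100.1 ± 25.1 with DMSO (SD, n = 3 each), a log2 fold change of 1.64 (standard error 0.294), and shares 309 bases of exon with Gm42793. Postn, the gene of periostin, rose from 165 ± 41.3 to 486 ± 154 CPM (SD, n = 3 each), a log2 fold change of 1.56 (standard error 0.301). All 5 genes were higher in every LGK-974 mouse than in every DMSO mouse. Their adjusted p-values were above 0.05 by edgeR's test over all genes and lay between 1.67e-05 for Spp1 and 0.00318 for Col12a1 with DESeq2. With each mouse left out in turn, the log2 fold change of Col12a1 ranged from 1.04 to 1.68 and that of Postn from 1.36 to 1.81. Of all 72 collagen formation genes, 47 were higher and 25 lower with LGK-974, and of the 228 matrix genes 135 were higher and 93 lower.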

The finding that other gene sets play a role in collagen formation and extracellular matrix organization suggests that Wnt signaling interferes with many cellular processes, such as fibrosis, and supports previous findings [20]. Our findings further support the anti-fibrotic effects of LGK-974 recently described by Moon et al. in a model of permanent ligation of the LAD [21]. We here investigated temporary coronary occlusion, which might reflect the clinical situation a bit better.

Our findings indicate that treatment with LGK-974 during the inflammatory phase attenuates the infiltration of immune cells, especially of monocytes, to the site of injury. It has been reported, however, that inhibition of Wnt signaling in stressed cardiomyocytes can reduce apoptosis [22]. Furthermore, overexpression of the canonical Wnt mediator β-catenin results in increased inflammatory cytokine production in cardiomyocytes [23]. A reduced inflammatory response due to inhibition of Wnt signaling could be a secondary effect due to potentially reduced loss of cardiomyocytes or their secretion of pro-inflammatory proteins. However, we did not measure statistically significant differences in cardiac *troponin T* plasma levels, which are directly correlated to the damage of heart muscle cells. 

It has been previously reported that Wnt signaling is activated in the bone marrow following MI leading to enhanced mobilization and increased numbers of hematopoietic progenitor cells [24]. Since LGK-974 was administered systemically, the inhibition of Wnt signaling in the bone marrow niche could also have led to decreased numbers of immune cells. 

Others have also reported that inhibition of Wnt signaling reduces the infiltration of neutrophils to the infarcted heart [25]. However, we did not observe significantly altered neutrophil numbers in the infarcted hearts. Neutrophils peak early after the ischemic insult. We were analyzing the inflammatory response two days after the I/R injury when neutrophil numbers could already be on the decline. The effect size of LGK974 treatment on neutrophil numbers could also be lower than observed for monocyte/macrophage numbers. A significant reduction of neutrophil numbers, therefore, might have been observed with an increased sample size. 

We further evaluated how LGK-974 administration leads to altered inflammatory responses. Our in vitro experiments support the hypothesis that Wnt signaling is used in cell–cell communication to activate immune cells. The supernatant from hypoxic cardiomyocytes that were treated with LGK-974 activates monocytes/macrophages to a lesser extent compared to the supernatant from vehicle-treated cardiomyocytes. In our set up, we cannot exclude that residual LGK974 in the supernatant has a direct effect on monocytes/macrophages. Information on Wnt protein production in specific cell types is scarce [26]. However, Palevski et al., for instance, have shown that loss of Wnt secretion by macrophages also has beneficial effects on infarct healing [27]. In addition, Wnt secretion has been shown to promote myofibroblast formation and the progression of fibrosis during experimental autoimmune myocarditis [28]. Wnt secretion may therefore be important in a unidirectional way and a variety of cell-cell communication processes and may also be used in an autocrine way.

We here focused on modulation of the non-canonical Wnt signaling pathway in monocytes/macrophages since we previously found that monocyte/macrophages get activated via the non-canonical Wnt signaling pathway in the infarcted heart. However, the porcupine inhibitor LGK-974 will most likely also inhibit the secretion of Wnt proteins associated with the canonical Wnt signaling pathway. Inhibition of the canonical Wnt signaling pathway was also shown to have immunomodulating properties (nicely reviewed by [29]. Activation of the canonical Wnt signaling pathway by inhibition of GSK3β, for instance, has been shown to promote the differentiation into anti-inflammatory macrophages [30]. Administration of LGK-974 with regards to canonical Wnt signaling inhibition could therefore have negative effects on the resolution of the inflammatory phase. Determining the time course of Wnt signaling activation of the distinct branches in immune cells could help to improve treatment strategies. 

We assume that other orally administered Porcn inhibitors, like ETC-1922159 and CGX1321, may have similar effects to LGK-974, which has been described in clinical trials for cancer treatments [31]. It has yet to be determined which Wnt receptor complexes and Wnt signaling pathways, with their distinct branches, are the driving force in monocyte/macrophage activation. However, blocking Wnt receptors with monoclonal antibodies such as vantictumab and ipafricept (a fusion protein consisting of the extracellular ligand-binding domain of FZD8 and the IgG1 Fc fragment) may also be an interesting treatment strategy in myocardial infarction. Furthermore, we and others have demonstrated that a blockade of Wnt ligands with extracellular Wnt inhibitors like WIF1 and SFRP5 also improves the healing process of myocardial infarction by modulating the inflammatory response [13,19]. A better understanding of Wnt signaling activation is required to develop a “tailored” treatment strategy that specifically targets the relevant components. 

We could show that LGK974 reduces the secretion of the non-canonical Wnt ligand Wnt5a from cardiomyocytes, which could contribute to the anti-inflammatory effects. However, we cannot exclude that inhibiting the secretion of other non-canonical Wnt signaling-associated ligands may also be involved. The non-canonical Wnt9A and B, for instance, have been shown to be upregulated in a cardiac cryoinjury model in neonatal mice [32]. Wnt9A has been shown to correlate with pro-inflammatory cytokines [33]. The full Wnt ligand secretion pattern in cardiomyocytes still needs to be elucidated.

Finally, we evaluated the effect of LGK-974 on heart function 28 days after the induction of I/R injury when the remodeling process after the acute ischemic event is completed. Many patients who survive acute MI suffer from heart failure subsequently. We found that heart function was greatly improved when LGK-974 was administered during the inflammatory response after MI underscoring the therapeutic potential of LGK-974 for the treatment of MI. 

In summary, this study evaluated the potential of LGK-974 as an immunomodulating drug to improve the healing process after myocardial infarction. We demonstrated that LGK-974 preserves heart function and may improve cardiac healing following myocardial infarction. We further demonstrated that LGK-974 might have immunomodulating properties by inhibiting Wnt signaling in immune cells. Activation of Wnt signaling in other inflammatory conditions, such as sepsis, has also been reported to be detrimental [34]. Inhibition of Wnt signaling, in turn, appears to be beneficial to the outcome [35]. The anti-inflammatory and Wnt signaling modulating properties of LGK-974 could, therefore, be translated to other pathological conditions, such as sepsis or cancer [36]. 

## 4. Materials and Methods

### 4.1. Induction of Ischemia–Reperfusion Injury and LGK-974 Treatment

Ischemia/reperfusion (I/R) injury was induced in female C57BL/6 mice (Janvier, Saint-Berthevin, France) aged 10–12 weeks. In brief, anesthesia was induced with isoflurane (4%, 600 mL O_2_/min) and maintained by endotracheal ventilation (1.5–4%, 600 mL O_2_/min). Thoracotomy was performed in the fourth left intercostal space. The left ventricle was exposed, and the left anterior descending (LAD) artery was occluded for 45 min using suture material. After suture removal, chest and skin were closed and anesthesia was terminated. Mice were extubated when breathing was restored. Animals received directly after extubation an oral gavage of 3 mg/kg LGK-974 (Selleck Chemicals, Houston, TX, USA) followed by a daily dose of 3 mg/kg until day 7, following I/R surgery. DMSO was used as a solvent for LGK-974 (LGK-974 stock solution 5 mg/mL). LGK-974 was formulated in 10% (*v*/*v*) citrate buffer (pH 2.8)/90% (*v*/*v*) citrate buffer (pH 3.0). Control animals received the DMSO vehicle in citrate buffer solution only. See also Liu et al., PNAS 2013). An oral gavage dose had a total volume of up to 100 µL. LGK-974 was given until day 7 after induction of I/R Injury to target the inflammatory/immune response. 

### 4.2. RNA-Sequencing Analyses

For RNA-sequencing analyses tissue from the infarct area was harvested 2 days after induction of ischemia–reperfusion injury and total RNA was isolated using Trizol reagent (Thermo Fischer Scientific, Waltham, MA, USA), according to the manufacturer’s instructions. RNA concentration was quantified using Qubit fluorometer (Invitrogen, Carlsbad, CA, USA). RNA quality was further assessed using BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA). Ribosomal RNA was depleted using RiboZero (Illumina, San Diego, CA, USA). RNA-seq libraries were generated using TrueSeq RNA Access Library Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed on HiSeq2000 sequencer (Illumina, San Diego, CA, USA).

Abundances of transcripts were quantified by using Kallisto [37]. A transcriptome index for pseudoalignment was built with the ensemble genome assembly GRCm38. Differential gene expression analysis was carried out with the DESeq2 package [38]. Gene set enrichment analysis was performed using the reactome pathway database [39].

### 4.3. Flow Cytometry Analysis

Single-cell suspensions from whole heart tissue were obtained by mincing the tissue with fine scissors. Minced tissue was then further digested with a solution containing collagenase I, collagenase XI, hyaluronidase (Sigma-Aldrich Chem GmbH, Taufkirchen, Germany), and DNase I (BD Biosciences, Heidelberg, Germany). Solution was then passed through a 70 µm cell strainer (BD Biosciences, Heidelberg, Germany). 10 × 10^6^ cells per sample were stained. Leukocytes were identified as Lin−(CD90; B220;CD49b; NK1.1; Ly6G; Ter119); CD45+. Myeloid cells were identified as Lin−(CD90; B220; CD49b; NK1.1; Ly6G; Ter119); CD45+; CD11b+. Inflammatory monocytes were identified as Lin−(CD90; B220; CD49b; NK1.1; Ly6G; Ter119); F4/80−; CD11c−; CD11b+; Ly6Chi. Macrophages were identified as Lin−(CD90; B220; CD49b; NK1.1; Ly6G; Ter119); F4/80+; CD11c−; CD11b+; Ly6Clo. as Neutrophils were identified as Lin+; CD11b+; F4/80−; CD11c−; Ly6Cint.

### 4.4. Histology

Hearts were extracted 4 weeks after induction of I/R injury. Hearts were rinsed in PBS and fixed for 1 h in 10% formaline. Hearts were then cut in half along the long axis and further fixed for another 23 h and embedded in paraffin. Serial 5 µm sections were stained with Masson’s trichrome staining (Sigma-Aldrich Chem GmbH, Taufkirchen, Germany) according to the manufacturer’s instructions. The percentage of the fibrotic area of the left ventricular (LV) wall was determined using ImageJ. 

### 4.5. Ethical Statement

Animal studies were approved by the regulatory authorities (Regierungspräsidium Karlsruhe of the state of Baden-Württemberg/Germany, 35-9185.81/G-167/16). Animals were euthanized by cervival dislocation. A total of 52 were used in this study.

### 4.6. High-Sensitive Troponin T Determination

Plasma samples were collected 24h after the induction of I/R injury. To evaluate initial infarct sizes *troponin T* levels were measured by electrochemiluminescence (Elecsys 2010 analyzer, Roche Diagnostics, Germany). Plasma samples were diluted (1:20) with PBS.

### 4.7. In Vitro Experiments

To validate our in vivo findings and to further evaluate the immunomodulating properties of LGK-974 on monocytes/macrophages, we performed further experiments in our in vitro model of hypoxic cardiomyocyte and monocyte/macrophage interaction. HL-1 cardiomyocytes were passaged and subcultured prior to treatment as previously described [40]. For in vitro experiments, HL-1 cardiomocytes were cultured under hypoxic conditions (1.5% O_2_) in serum-free Claycomb medium (Sigma-Aldrich Chem GmbH, Taufkirchen, Germany) supplemented with 2 mM L-Glutamine and 1% Penicillin/Streptomycin (Thermo Fisher Scientific, Waltham, MA, USA) in the presence or absence of 10 µM LGK974 for 24 h. LGK974 concentrations were chosen at the lower range of the concentrations suggested by the manufacturer and described in the original publication [14]. The supernatant was recovered. 

For analysis of Wnt5a secretion in cardiomyocyte supernatant, blue Sepharose beads (Sigma Aldrich Chem GmbH, Taufkirchen, Germany) were added to the supernatant and rotated overnight at 4 °C. The beads were then spun down and resuspended in standard 1x laemmli buffer/1x RIPA buffer and boiled for 5 min at 95 °C. The beads were spun down again, and the supernatant was loaded on SDS-PAGE for Western blot analysis. 

RAW 264.7 macrophages (ATCC, Manassas, VA, USA) were cultured prior to the experiments according to the manufacturer’s instructions. In in vitro experiments, macrophages were stimulated with the supernatant of hypoxic HL-1 cardiomyocytes for 4 h. Proteins were isolated with RIPA buffer (Cell signaling technology, Danvers, MA, USA) according to manufacturer’s instructions. 

### 4.8. Echocardiography

Echocardiography was performed on a Vevo 2100 (VisualSonics, Toronto, ON, Canada) 4 weeks after induction of I/R injury. Mice were conscious during all echocardiographic measurements. Ejection fraction (EF) and fractional shortening (FS) were determined based on M-mode measurements.

### 4.9. Quantitative Real-Time PCR

Total RNA was isolated from cells using Trizol reagent (Thermo Fischer Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. 1 µg RNA was reverse transcriped using Revert Aid First Strand cDNA Synthesis kit (Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. Gene expression was analyzed using quantitative real-time PCR (qPCR) using SYBR Green (Bio-Rad Laboratories, München, Germany) according to the manufacturer’s instructions on an Applied Biosystems 750 real-time PCR system. The following primers were used: TNFα: tcttctcattcctgcttgtgg (fwd); ggtctgggccatagaactga (rev) MMP2: acgagcgaagggcatacaaa (fwd); accctagggatgcttggat (rev). IL-1β: tcgtgctgtctgacccatgt (fwd), acaaagctcatggagaataccact (rev); MMP9: ctctcctggctttcggctg (fwd), agcggtacaagtatgcctctgc (rev). Expression was normalized to HPRT: gtcaacgggggacataaaag (fwd); tgcattgttttaccagtgtcaa (rev). 

### 4.10. Western Blotting

Protein lysates of cells were prepared using RIPA buffer supplemented with a proteinase inhibitor cocktail (Cell Signaling Technology, Danvers, MA, USA). Protein concentrations were measured using a BCA assay (Thermo Fisher Scientific, Waltham, MA, USA). Equal amounts of protein were separated on 4–15% SDS-PAGE gradient gels (Bio-Rad Laboratories, München, Germany) and transferred to PVDF membranes (Merck Chemicals, Darmstadt, Germany). The following first antibodies monoclonal rabbit anti-GAPDH [EPR16891] (Abcam, Cambridge, UK); anti-ATF2 (phosphor T51 + T69) (Abcam, Cambridge, UK), anti-total ATF2 (Abcam, Cambridge, UK); anti-Wnt5A (Abcam, Cambridge, UK) and HSC70 (Santa Cruz, Dallas, TX, USA) were used. Protein expression was analyzed using Image J. 

### 4.11. Statistics

Statistical analyses were performed using GraphPad Prism 7 (GraphPad Software Inc., La Jolla, CA, USA). Data are represented as mean ± SD. Differences between the two groups were analyzed by Student’s *t*-test with correction for multiple testing using Dunn–Sidak method. *p* < 0.05 was considered to be statistically significant.

## Figures and Tables

**Figure 1:**
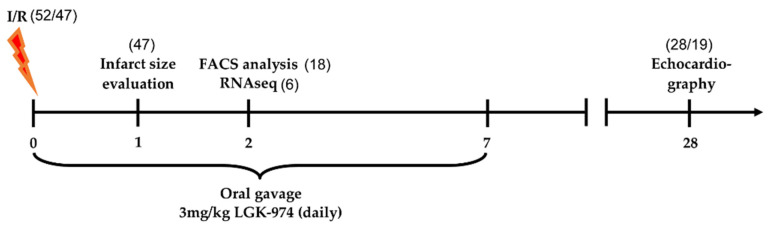
Timeline and animal use of in vivo experiments. Numbers in brackets represent the animals used in the experiments. In total, 52 mice underwent ischemia/reperfusion (I/R) surgery, of which five animals died during or shortly after the procedure. Blood was drawn from the surviving animals (47) for *troponin T* measurements. 18 (9 per group) animals were sacrificed for flow cytometric analysis, 6 (3 per group) were sacrificed for RNA seq experiments. In total, 19 animals (8 in the DMSO group and 11 in the LGK-974 group) were used for echocardiographic and histological evaluation; four animals had no elevated *troponin T* levels and were excluded from the analysis.

**Figure 2:**
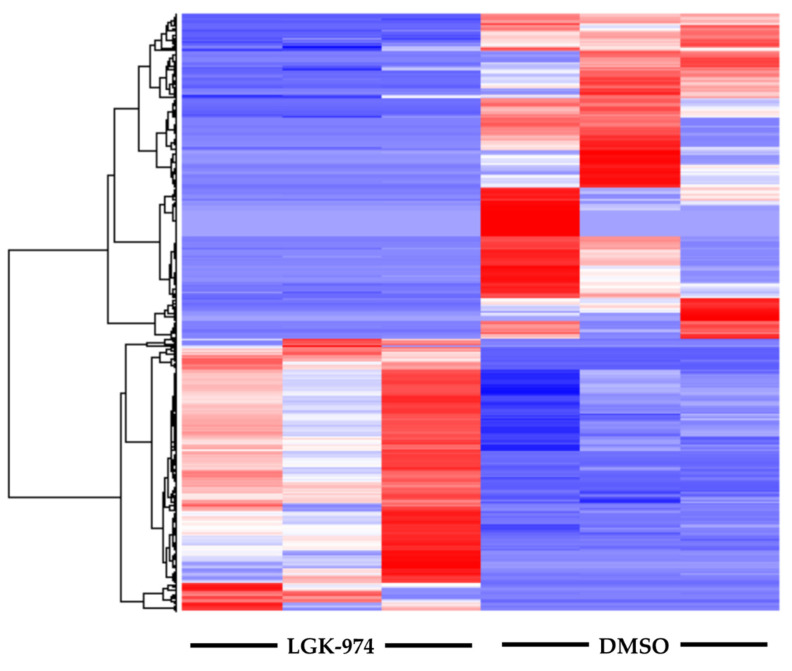
Heatmap of differentially expressed genes. Columns represent individual samples from the two groups. RNA-seq analysis revealed differential expression of 529 genes in heart tissue (from the infarct area) from animals treated with LGK-974 compared to DMSO (vehicle control). N = 3 per group.

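DESeq2's calls per gene comprised 219 genes higher and 96 lower with LGK-974. In all 219 higher genes, every LGK-974 library had a higher normalized count than every DMSO library, while the groups were separated in 67 of the 96 lower genes (10% of unselected genes would be separated by chance). The lower genes had their highest normalized count in DMSO replicate 1 in 84 cases, or 87.5%, in DMSO replicate 2 in 1 case and in DMSO replicate 3 in 11 cases. Olfactory receptors and other families not known to be used in the heart accounted for 28 of the 96 lower genes and 0 of the 219 higher genes. The mean count over the 6 libraries was under 50 in 54 of the lower genes and in 0 of the higher genes. Without DMSO replicate 1, a fit chosen after the values were seen, DESeq2 called 326 genes, 277 higher and 49 lower, and these included 206 of the 219 higher and 10 of the 96 lower genes. Applied to transcripts in place of genes, DESeq2 called 480 transcripts of 451 genes, 222 higher and 258 lower, and 82 of these genes were also called per gene.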

**Figure 3:**
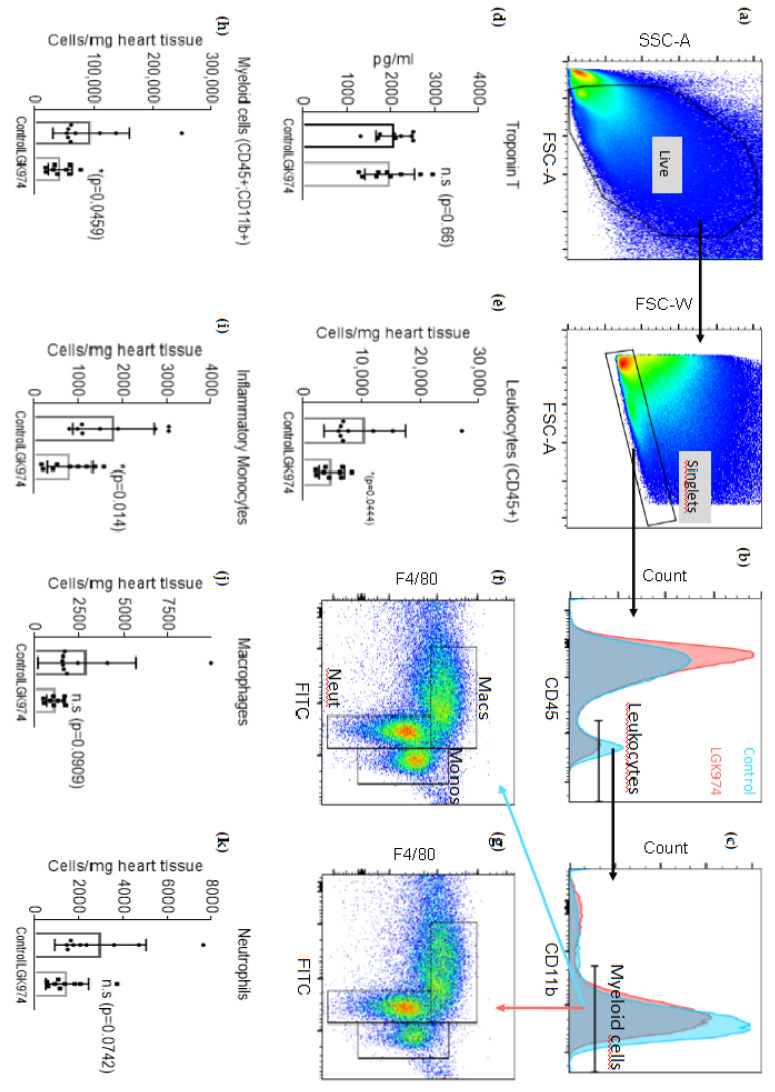
LGK-974 treatment alters the inflammatory response following I/R injury. (**a**) Gating scheme excluding dead cells, cell debris, and doublets. (**b**,**c**) representative histogram of heart tissue leukocytes resp. myeloid cells 2 days after I/R injury. (**d**) Quantification of total leukocytes in heart tissue following I/R injury. (**e**) Quantification of myeloid cells in the heart following I/R injury. (**f**) and (**g**) representative images of flow cytometric analysis of heart tissue cell suspension following I/R injury in DMSO resp. LGK-974 treated animals on monocytes, macrophages, and neutrophils. (**h**–**j**) quantification of inflammatory monocytes, macrophages, and neutrophils two days after I/R injury. (**k**) cardiac *troponin T* plasma levels 24 h after I/R injury. N = 9 per group.

**Figure 4:**
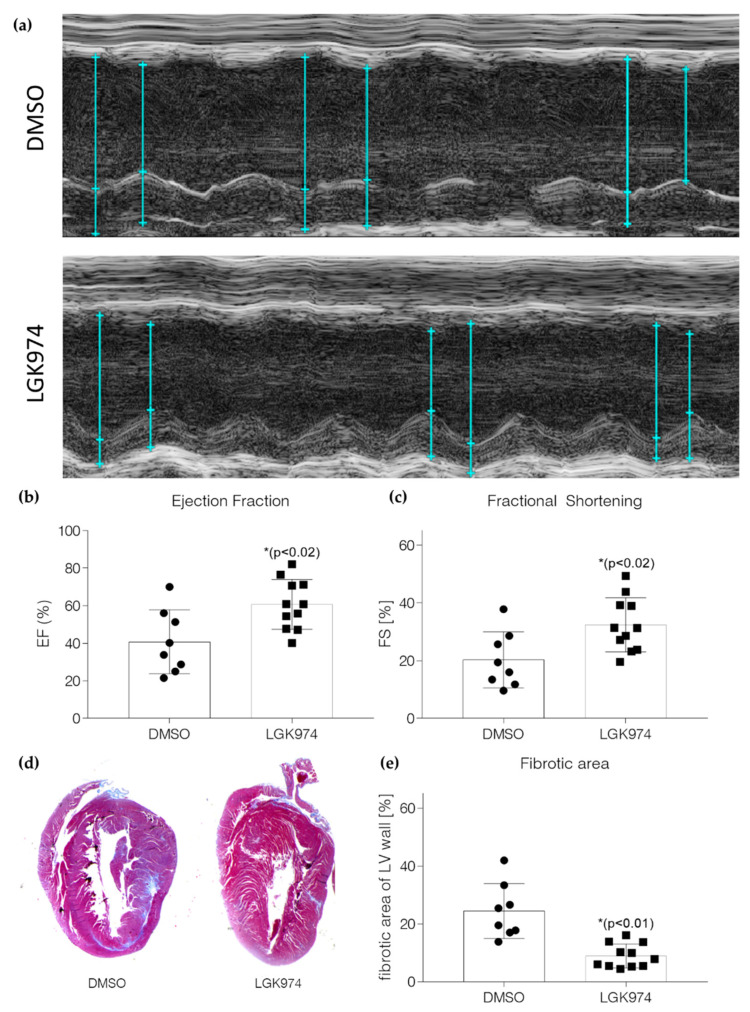
LGK-974 treatment during the inflammatory response following I/R injury improves heart function. (**a**) Representative M-Mode echocardiographic images of DMSO (top) and LGK-974 treated (bottom) animals. (**b**,**c**) Echocardiographic results from DMSO and LGK-974 treated animals. (**d**) Representative Masson trichrome staining of DMSO (left) and LGK974 (right) treated animals 4 weeks after I/R injury. (**e**) Quantification of the fibrotic area of the LV wall in DMSO resp. LGK974 treated animals. N = 8 for DMSO-treated animals and N = 11 for the LGK-974-treated animals.

**Figure 5:**
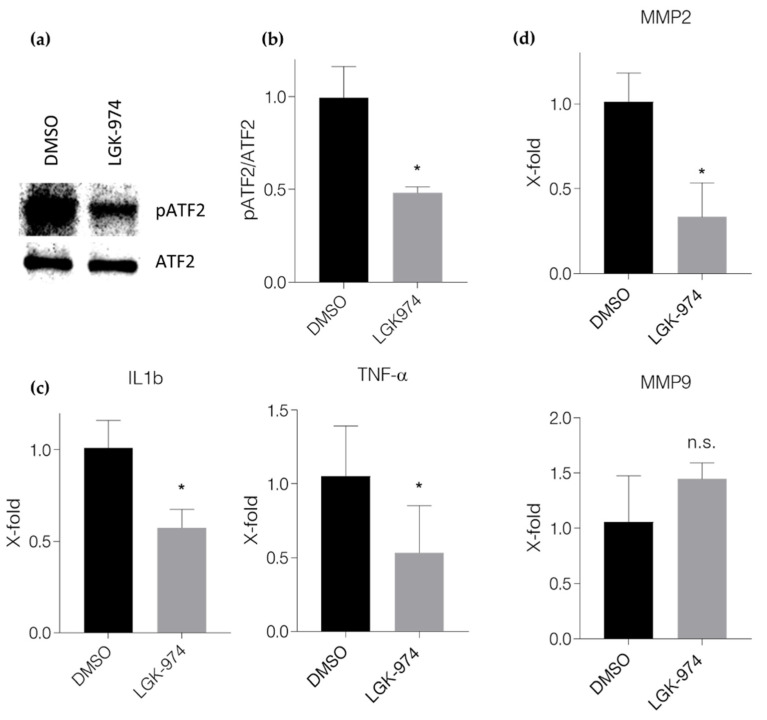
LGK-974 inhibits non-canonical Wnt signaling in monocytes/macrophages and leads to a reduced inflammatory character. (**a**) representative Western blots of pATF2 expression in monocytes/macrophages stimulated with supernatant of heart muscle cells that were cultured under hypoxic conditions in the presents or absence of LGK-974 and (**b**) quantification. (**c**) Expression of the inflammatory markers TNFα and IL1β and (**d**) the matrix metalloproteinases MMP2 (top) and MMP9 (bottom) measured by qPCR in monocytes/macrophages stimulated with supernatant of heart muscle cells that were cultured under hypoxic conditions in the presents or absence of LGK-974. Results originate from three independent experiments. n.s.: not significant; *: *p* ≤ 0.05.

**Table 1:** Top 10 hits of GSEA. We found 529 differential expressed genes in heart tissue from LGK-974 compared to DMSO-treated animals. Using GSEA we identified classes of genes that are over-represented in our differential expressed gene set. Many genes that were differentially expressed were either associated with immunity or participated in fibrotic processes (e.g., extracellular matrix (ECM) organization and collagen formation). Genesets are derived from the reactome pathways database.

Gene Set Name	Description	Genes	FDR
IMMUNE_SYSTEM	Genes involved in immune system	25	6.41 × 10^−6^
ADAPTIVE_IMMUNE_SYSTEM	Genes involved in adaptive immune system	19	3.02 × 10^−5^
DEVELOPMENTAL_BIOLOGY	Genes involved in developmental biology	18	2.84 × 10^−6^
AXON_GUIDANCE	Genes involved in axon guidance	15	2.68 × 10^−6^
EXTRACELLULAR_MATRIX_ORGANIZATION	Genes involved in extracellular matrix organization	6	6.8 × 10^−3^
PLATELET_HOMEOSTASIS	Genes involved in platelet homeostasis	6	4.74 × 10^−3^
COLLAGEN_FORMATION	Genes involved in collagen formation	6	1.00 × 10^−3^
SIGNALING_BY_ROBO_RECEPTOR	Genes involved in signaling by Robo receptor	5	6.26 × 10^−4^
TCR_SIGNALING	Genes involved in TCR signaling	5	6.8 × 10^−3^
SEMAPHORIN_INTERACTIONS	Genes involved in semaphorin interactions	5	1.77 × 10^−2^

## Data Availability

RNA sequencing data will be available in the GEO database repository (GEO submission GSE185444).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232012252/s1.

## References

[1] World Health Organization (2017). World Heart Day 2017.

[2] Hellermann J.P., Jacobsen S.J., Gersh B.J., Rodeheffer R.J., Reeder G.S., Roger V.L. (2002). Heart failure after myocardial infarction: A review. Am. J. Med..

[3] Burchfield J.S., Xie M., Hill J.A. (2013). Pathological ventricular remodeling: Mechanisms: Part 1 of 2. Circulation.

[4] Cahill T.J., Kharbanda R.K. (2017). Heart failure after myocardial infarction in the era of primary percutaneous coronary intervention: Mechanisms, incidence and identification of patients at risk. World J. Cardiol..

[5] Swirski F.K., Nahrendorf M. (2013). Leukocyte behavior in atherosclerosis, myocardial infarction, and heart failure. Science.

[6] Saxena A., Russo I., Frangogiannis N.G. (2016). Inflammation as a therapeutic target in myocardial infarction: Learning from past failures to meet future challenges. Transl. Res. J. Lab. Clin. Med..

[7] Puhl S.-L., Steffens S. (2019). Neutrophils in Post-myocardial Infarction Inflammation: Damage vs. Resolution?. Front. Cardiovasc. Med..

[8] Nahrendorf M., Swirski F.K., Aikawa E., Stangenberg L., Wurdinger T., Figueiredo J.L., Libby P., Weissleder R., Pittet M.J. (2007). The healing myocardium sequentially mobilizes two monocyte subsets with divergent and complementary functions. J. Exp. Med..

[9] Hilgendorf I., Gerhardt L.M., Tan T.C., Winter C., Holderried T.A., Chousterman B.G., Iwamoto Y., Liao R., Zirlik A., Scherer-Crosbie M. (2014). Ly-6Chigh monocytes depend on Nr4a1 to balance both inflammatory and reparative phases in the infarcted myocardium. Circ. Res..

[10] Stylianidis V., Hermans K.C.M., Blankesteijn W.M. (2017). Wnt Signaling in Cardiac Remodeling and Heart Failure. Handb. Exp. Pharmacol..

[11] Aisagbonhi O., Rai M., Ryzhov S., Atria N., Feoktistov I., Hatzopoulos A.K. (2011). Experimental myocardial infarction triggers canonical Wnt signaling and endothelial-to-mesenchymal transition. Dis. Models Mech..

[12] Niehrs C. (2012). The complex world of WNT receptor signalling. Nat. Rev. Mol. Cell Biol..

[13] Meyer I.S., Jungmann A., Dieterich C., Zhang M., Lasitschka F., Werkmeister S., Haas J., Müller O.J., Boutros M., Nahrendorf M. (2017). The cardiac microenvironment uses non-canonical WNT signaling to activate monocytes after myocardial infarction. EMBO Mol. Med..

[14] Liu J., Pan S., Hsieh M.H., Ng N., Sun F., Wang T., Kasibhatla S., Schuller A.G., Li A.G., Cheng D. (2013). Targeting Wnt-driven cancer through the inhibition of Porcupine by LGK974. Proc. Natl. Acad. Sci. USA.

[15] Ridker P.M., Everett B.M., Thuren T., MacFadyen J.G., Chang W.H., Ballantyne C., Fonseca F., Nicolau J., Koenig W., Anker S.D. (2017). Antiinflammatory Therapy with Canakinumab for Atherosclerotic Disease. N. Engl. J. Med..

[16] Ong S.B., Hernandez-Resendiz S., Crespo-Avilan G.E., Mukhametshina R.T., Kwek X.Y., Cabrera-Fuentes H.A., Hausenloy D.J. (2018). Inflammation following acute myocardial infarction: Multiple players, dynamic roles, and novel therapeutic opportunities. Pharmacol. Ther..

[17] Leuschner F., Rauch P.J., Ueno T., Gorbatov R., Marinelli B., Lee W.W., Dutta P., Wei Y., Robbins C., Iwamoto Y. (2012). Rapid monocyte kinetics in acute myocardial infarction are sustained by extramedullary monocytopoiesis. J. Exp. Med..

[18] Frangogiannis N.G. (2014). The inflammatory response in myocardial injury, repair, and remodelling. Nat. Rev. Cardiol..

[19] Nakamura K., Sano S., Fuster J.J., Kikuchi R., Shimizu I., Ohshima K., Katanasaka Y., Ouchi N., Walsh K. (2016). Secreted Frizzled-related Protein 5 Diminishes Cardiac Inflammation and Protects the Heart from Ischemia/Reperfusion Injury. J. Biol. Chem..

[20] Laeremans H., Rensen S.S., Ottenheijm H.C., Smits J.F., Blankesteijn W.M. (2010). Wnt/frizzled signalling modulates the migration and differentiation of immortalized cardiac fibroblasts. Cardiovasc. Res..

[21] Moon J., Zhou H., Zhang L.-s., Tan W., Liu Y., Zhang S., Morlock L.K., Bao X., Palecek S.P., Feng J.Q. (2017). Blockade to pathological remodeling of infarcted heart tissue using a porcupine antagonist. Proc. Natl. Acad. Sci. USA.

[22] Lin J.C., Kuo W.-W., Baskaran R., Chen M.-C., Ho T.-J., Chen R.-J., Chen Y.-F., Padma V.V., Lay I.-S., Huang C.-Y. (2017). Enhancement of beta-catenin in cardiomyocytes suppresses survival protein expression but promotes apoptosis and fibrosis. Enhanc. Beta-Catenin Cardiomyocytes Suppresses Surviv. Protein Expr. But Promot. Apoptosis Fibros..

[23] Lin J.C., Chang R.L., Chen Y.F., Yang J.J., Baskaran R., Chung L.C., Chen R.J., Day C.H., Vijaya Padma V., Huang C.Y. (2016). beta-Catenin overexpression causes an increase in inflammatory cytokines and NF-kappaB activation in cardiomyocytes. Cell. Mol. Biol..

[24] Assmus B., Iwasaki M., Schachinger V., Roexe T., Koyanagi M., Iekushi K., Xu Q., Tonn T., Seifried E., Liebner S. (2012). Acute myocardial infarction activates progenitor cells and increases Wnt signalling in the bone marrow. Eur. Heart J..

[25] Barandon L., Casassus F., Leroux L., Moreau C., Allieres C., Lamaziere J.M., Dufourcq P., Couffinhal T., Duplaa C. (2011). Secreted frizzled-related protein-1 improves postinfarction scar formation through a modulation of inflammatory response. Arterioscler. Thromb. Vasc. Biol..

[26] Meyer I.S., Leuschner F. (2018). The role of Wnt signaling in the healing myocardium: A focus on cell specificity. Basic Res. Cardiol..

[27] Palevski D., Levin-Kotler L.P., Kain D., Naftali-Shani N., Landa N., Ben-Mordechai T., Konfino T., Holbova R., Molotski N., Rosin-Arbesfeld R. (2017). Loss of Macrophage Wnt Secretion Improves Remodeling and Function After Myocardial Infarction in Mice. J. Am. Heart Assoc..

[28] Blyszczuk P., Muller-Edenborn B., Valenta T., Osto E., Stellato M., Behnke S., Glatz K., Basler K., Luscher T.F., Distler O. (2017). Transforming growth factor-beta-dependent Wnt secretion controls myofibroblast formation and myocardial fibrosis progression in experimental autoimmune myocarditis. Eur. Heart J..

[29] Daskalopoulos E.P., Blankesteijn W.M. (2021). Effect of Interventions in WNT Signaling on Healing of Cardiac Injury: A Systematic Review. Cells.

[30] Kim Y.S., Jeong H.Y., Kim A.R., Kim W.H., Cho H., Um J., Seo Y., Kang W.S., Jin S.W., Kim M.C. (2016). Natural product derivative BIO promotes recovery after myocardial infarction via unique modulation of the cardiac microenvironment. Sci. Rep..

[31] Jung Y.-S., Park J.-I. (2020). Wnt signaling in cancer: Therapeutic targeting of Wnt signaling beyond β-catenin and the destruction complex. Exp. Mol. Med..

[32] Foulquier S., Daskalopoulos E.P., Lluri G., Hermans K.C.M., Deb A., Blankesteijn W.M. (2018). WNT Signaling in Cardiac and Vascular Disease. Pharmacol. Rev..

[33] Gatica-Andrades M., Vagenas D., Kling J., Nguyen T.T.K., Benham H., Thomas R., Körner H., Venkatesh B., Cohen J., Blumenthal A. (2017). WNT ligands contribute to the immune response during septic shock and amplify endotoxemia-driven inflammation in mice. Blood Adv..

[34] Houschyar K.S., Chelliah M.P., Rein S., Maan Z.N., Weissenberg K., Duscher D., Branski L.K., Siemers F. (2018). Role of Wnt signaling during inflammation and sepsis: A review of the literature. Int. J. Artif. Organs.

[35] Sharma A., Yang W.-L., Ochani M., Wang P. (2017). Mitigation of sepsis-induced inflammatory responses and organ injury through targeting Wnt/β-catenin signaling. Sci. Rep..

[36] Mo Y., Wang Y., Zhang L., Yang L., Zhou M., Li X., Li Y., Li G., Zeng Z., Xiong W. (2019). The role of Wnt signaling pathway in tumor metabolic reprogramming. J. Cancer.

[37] Bray N.L., Pimentel H., Melsted P., Pachter L. (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[38] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[39] Fabregat A., Jupe S., Matthews L., Sidiropoulos K., Gillespie M., Garapati P., Haw R., Jassal B., Korninger F., May B. (2018). The Reactome Pathway Knowledgebase. Nucleic Acids Res..

[40] Trappe K., Thomas D., Bikou O., Kelemen K., Lugenbiel P., Voss F., Becker R., Katus H.A., Bauer A. (2011). Suppression of persistent atrial fibrillation by genetic knockdown of caspase 3: A pre-clinical pilot study. Eur. Heart J..

# Supplementary material for: Blockade of Wnt Secretion Attenuates Myocardial Ischemia–Reperfusion Injury by Modulating the Inflammatory Response
**Source:** Int J Mol Sci. 2022 Oct 14;23(20):12252. doi: 10.3390/ijms232012252
**Supplement:** Supplementary file 1

DMSO

LGK974

S1

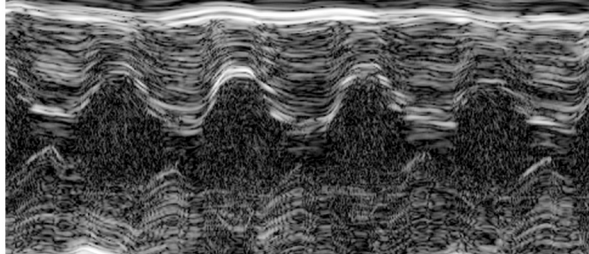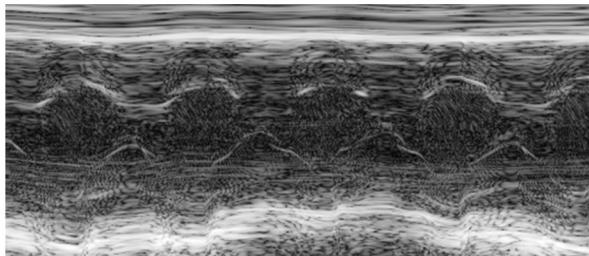

S2

S3

S4

Ejection Fraction

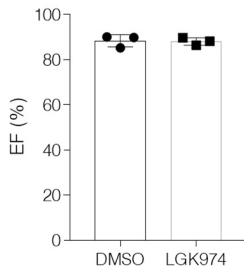

Fractional shortening

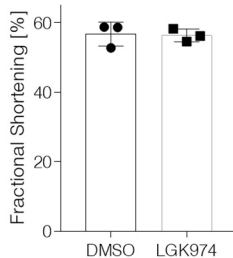

Heart rate

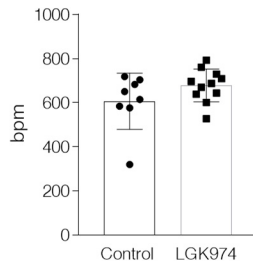

S5

normoxia

hypoxia

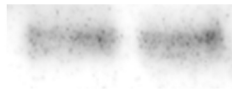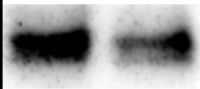

Wnt5a

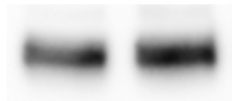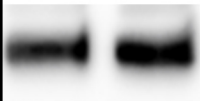

HSC70

DMSO

LGK-974

DMSO

LGK-974

S6

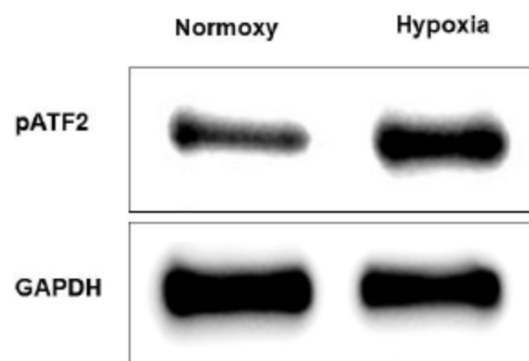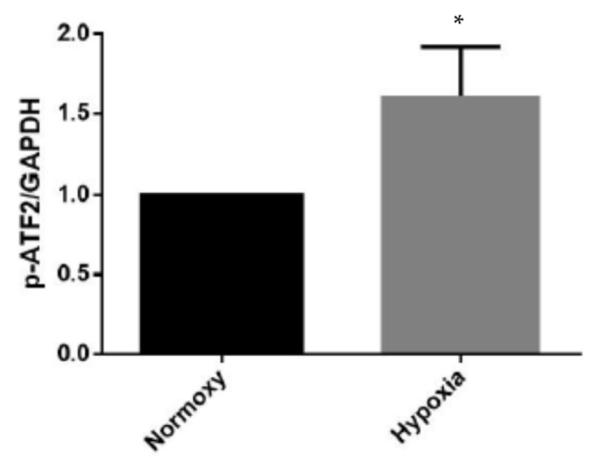

**Supplemental figure S 1-4:** S1: Representative M-Mode echocardiographic images of DMSO (top) and LGK-974 treated (bottom) animals under basal conditions. S2 and S3: Echocardiographic results from DMSO and LGK-974 treated animals under basal conditions. S4: Heart rate of LGK-974 and DMSO treated animals 28 days after I/R injury.

**Supplemental figure S5:** Western blot of Wnt5A from supernatant of cardiomyocytes cultured under hypoxic or normoxic condition in the presence or absence of LGK-974. HSC70 were used as a secreted control protein. LGK-974 effectively inhibited Wnt5A secretion.

**Supplemental figure S 6:** Stimulation of RAW264.7 cell with supernatant of hypoxic cardiomyocytes leads to activation of non-canonical Wnt signaling as seen by increased pATF2 expression levels.

How the deposited data were processed for this re-analysis (not part of the article)

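RNA sequencing of infarct tissue was analysed for 3 mice treated with LGK-974 and 3 treated with DMSO, taken 2 days after ischemia/reperfusion. The paper states that total RNA was depleted of ribosomal RNA, that libraries were made with a capture kit, and that transcript abundances were quantified with Kallisto on an index of Ensembl transcripts of GRCm38. The authors deposited, for each library, an estimated count and a TPM value for each of 118489 transcripts. Estimated counts need not be whole numbers, since a read that matches several transcripts is divided between them by the program. The TPM values of the authors are scaled to transcript length and to the sum of each library, and were used only for the alternative on counts scaled from TPM. Read trimming and the program's version were not stated. The groups and replicate numbers come from the sample labels, which give the same 2 groups of 3 as the paper.

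The estimated counts were joined to genes through the GENCODE annotation of GRCm38, summed per gene and rounded. Reads that Kallisto divided between near-identical genes stay divided in these sums, so the values of genes with close paralogs or overlapping exons are uncertain. Depth ranged from 41579787 to 80398211 estimated counts per library. Precision was limited by the number of mice and by the differences between libraries more than by counting error, except for genes with few counts. The test for genes was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on genes with at least 10 counts in at least 3 samples, with TMM normalization, treatment as the only factor and Benjamini-Hochberg adjustment with a threshold of 0.05. Gene families were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 23 families. The families were written as gene symbols, because the Reactome lists of the paper were not used here. Over-representation among called genes was tested with a one-sided Fisher's exact test against the 22238 genes to which DESeq2 (version 1.42.0) gave an adjusted p-value. It was set not to run on fewer than 10 called genes and so was run on DESeq2's calls, not on edgeR's. Exact permutation tests were two-sided and used all splits of the 6 mice. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

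The replicate numbers 1, 2 and 3 occur in both groups of the labels, and the pairing in the block comes from these numbers alone, since the mice are different animals. Genes named in the text were those the paper names where a value was needed, the 5 genes with the smallest p-values, and up to 3 genes of each family with the smallest p-values. The rule also allowed for the 5 largest changes in each direction among genes past the threshold, of which there were 0 (2699 genes had an unadjusted p-value under 0.05).

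The tests were tested on simulated data, drawn from the means, library sizes and dispersions of the 20094 genes with 200 genes changed by a log2 fold change of 2. With the fitted dispersions, edgeR's test recovered 82.5% of the changed genes with 4 false among 169 called, DESeq2 85.5% with 42 false among 213, and limma-voom 74.5% with 2 false among 151. With a smaller dispersion, the shares were 99%, 99.5% and 99.5%. With 252 immune genes raised by a log2 fold change of 1, camera called the raised family and 0 of the families without raised genes. Genes were drawn independently of each other, and no library was made an outlier. These checks therefore do not cover correlation between genes or a library like DMSO replicate 1. The alternatives changed the normalization, the test, the threshold, the filter on low counts, the counting unit, the replicate block, the gene types, the inter-gene correlation and the samples. Data from flow cytometry, echocardiography, histology and cell culture were not analysed here.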

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

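Of the tests in this part, those of the fold and the excess across silent families, of library size for the silent families, of background for the leukocyte markers, of single libraries, of the share of injured tissue, of exchanged labels and of the splits for edgeR's adjusted count were chosen after the result was seen. So were 5 limits: a correction that moves a median by less than 0.1 decides nothing, uneven density does not exclude genomic DNA, a slope far above 1 does not speak for it, subtracting background does not test a rise with LGK-974, and single libraries compared by total counts do not decide where size factors part the groups.

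The 5 genes with the smallest p-values, none of which the paper discusses, were higher with LGK-974 than in the DMSO controls. Their log2 fold changes were 2.41 for Sprr1a, 1.28 for Evi2b, 1.23 for Lilrb4a, 1.32 for Pdpn and 1.35 for Slc15a3. None passed an adjusted p-value of 0.05 by edgeR's quasi-likelihood test, where 0 genes did and 2699 had an unadjusted p-value under 0.05. Across 23 alternatives the log2 fold change of Sprr1a stayed between 2.23 and 2.72, and its adjusted p-value ranged from 8.87e-18 to 0.772. That of Lilrb4a stayed between 1.08 and 1.40, with adjusted p-values from 6.74e-08 to 0.772. A count of 0 cannot be tested by splits, since every split gives at least 0 genes, as 4 of the 4 splits that part all same-numbered mice did, the real one included. At an unadjusted p-value under 0.05, 1 of the 4 splits, the real one, gave as many genes, and 2 of all 10 splits did.

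Lilrb4a and Evi2b are expressed by leukocytes, and the leukocyte marker genes rose as well. Technical explanations were tested on these markers and on the immune genes. With all libraries thinned to the depth of the smallest, the median log2 fold change of the leukocyte markers was 0.903, without mitochondrial genes it was 0.929, and with a fit on GC content and transcript length subtracted it was 1.19, against 0.92 on the deposited counts. After subtraction of the level of the silent families from each library, the median of the immune genes was 0.442, higher than 0.22 on the deposited counts, and that of the leukocyte markers was 0.863, lower than 0.92. Background was higher with DMSO in each same-numbered pair, so subtracting it says little about a rise with LGK-974. The difference stayed with GC content and length fitted. Thinning and leaving out mitochondrial genes moved the median by less than 0.1 and so decide nothing. Single libraries were compared as well. LGK-974 replicate 3 had fewer total counts than DMSO replicates 1 and 2, yet its leukocyte score was 1.04 against −0.908 and −0.413, higher than the nearer by 1.45. By DESeq2's size factors, however, every LGK-974 library was larger than every DMSO library (1.01 to 1.54 against 0.751 to 0.913), so this comparison does not separate library size from the treatment. LGK-974 replicate 1 and DMSO replicate 3 were nearest in mitochondrial share, at 43.2 and 42.6%, yet their scores of 0.754 and −0.732 differed by 1.49. In this comparison the mitochondrial share does not account for the difference. The share of injured tissue in the dissected pieces may contribute: the leukocyte and cardiomyocyte scores of the 6 libraries had a Pearson correlation of −0.752 (exact permutation test, p = 0.111) and a Spearman correlation of −0.6 (exact permutation test, p = 0.242). Without the 2 libraries farthest from the median leukocyte score, r was −0.872. Only this relation between scores was computed, and it is not past a threshold of 0.05. Its groups of 3 are too small for a relation within each treatment. LGK-974 replicate 2 and DMSO replicate 2 were nearest in cardiomyocyte score, at 0.5118 and 0.4953, yet their leukocyte scores were 0.2645 and −0.4131. A single pair cannot decide on this explanation. If the group labels had been exchanged and LGK-974 lowers Wnt target genes, these would be higher in the libraries labelled LGK-974. Their median less that of all tested genes was −0.33, but the median itself was 0.13 on counts less background. A lowering of these genes did not pass its own test (camera of limma, adjusted p = 0.839). The comparison therefore cannot decide on the labels, and exchanged labels cannot be ruled out. The rise of these genes under LGK-974 cannot be told apart from a difference in the dissected tissue, in library size or in the labels.

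In DMSO replicate 1, 99.3% of the genes of silent families had counts, against 52.7 to 83.0% in the other libraries, and Gm10800 alone held 11.2% of the counts, against 0.144 to 3.11% elsewhere. The paper does not report on these genes. Genomic DNA in the RNA is a candidate explanation. The fold of DMSO replicate 1 over the LGK-974 median differed by a factor of 4.15 across 8 families, which does not bear on genomic DNA, since DNA adds counts and the families start from unequal levels. Genomic DNA would give the families a similar density, but their median counts per kb differed by a factor of 5.84, and their excess over the depth-scaled LGK-974 median by a factor of 4.99. Capture with probes could also make the density uneven, which was not tested, so genomic DNA is not excluded. Counts rose with transcript length with a log-log slope of 1.76 in DMSO replicate 1. An even density would give a slope near 1, and the slope was 1.61 to 1.86 in all 6 libraries, so it does not bear on the source of the counts in this one. Library size was not the source, since DMSO replicate 1 was 4 of 6 in total counts, although close to DMSO replicate 2. In each same-numbered pair the level of the silent families was higher with DMSO than with LGK-974, at 28.3 and 8.98 counts per kb in pair 1, 9.63 and 2.66 in pair 2, and 1.65 and 0.669 in pair 3. The groups overlapped, and this level cannot be told apart from the treatment. The source of these counts was not identified, and no biological explanation was tested.

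Proliferation marker genes, which the paper does not discuss, had a median log2 fold change of 0.83 with LGK-974, and all 12 genes were higher (camera of limma, adjusted p = 1.15e-06). With the replicate block the median was 0.81 (adjusted p = 1.4e-05), and the adjusted p-value ranged from 3.57e-09 to 0.344 over 17 alternatives. The score was 1.23 higher with LGK-974 (exact permutation test, p = 0.1), and 1 of the 4 splits that part all same-numbered mice, the real one, gave a median as far from 0, as did 1 of all 10. Dividing leukocytes or fibroblasts in a larger share of injured tissue are a possible explanation, given the correlation of −0.752 above, and no test separated this from an effect of LGK-974 on cell division.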

How the results depend on the processing

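The alternatives were set before the data were examined except for counts less background, nuclear genes only, a mean of at least 200 counts, the bias-adjusted deviance in edgeR, DESeq2 on 5 samples, the background level as a covariate, DESeq2 on counts less background and the family counts per transcript and in the settings planned only for all genes, which were added after the values were seen. In all, 33 alternatives were run.

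The number of genes with an adjusted p-value under 0.05 was 0 with edgeR's quasi-likelihood test, beside 2699 at an unadjusted p-value, 1257 higher and 1442 lower. It was also 0 with DESeq2's size factors, upper-quartile scaling, limma-voom, at least 10 counts in every sample, length-scaled TPM, edgeR per transcript, an absolute log2 fold change of at least 1, the replicate block, protein-coding genes only and robust=TRUE. At an unadjusted p-value under 0.05, these gave from 1949 with limma-voom to 3312 with the replicate block, where same-numbered mice had a mean correlation of deviations of 0.256. With DESeq2 there were 315 genes (219 higher, 96 lower), 797 at an adjusted p-value under 0.1 (389 higher, 408 lower), 340 without Cook's cutoff (227 higher, 113 lower) and 4477 at an unadjusted p-value (1243 higher, 3234 lower). Per transcript, DESeq2 called 480 (222 higher, 258 lower), and 1041 without Cook's cutoff (396 higher, 645 lower). Without a filter on low counts, edgeR's test called 1206 genes (305 higher, 901 lower), and 96.7% of the lower ones had their highest count in DMSO replicate 1. DESeq2 on 5 samples called 326 (277 higher, 49 lower) and DESeq2 on counts less background 1276 (674 higher, 602 lower). The other added settings of edgeR gave 0 genes, with 1380 to 3424 at an unadjusted p-value under 0.05. The 6 fits that each left out one mouse gave from 0 to 2 genes, from 0 to 2 higher and 0 lower, with 821 to 4628 at an unadjusted p-value under 0.05. The 2 genes, named after their values were seen, were Gm45837 and Rpl17-ps3, called without DMSO replicate 1. No setting of edgeR with a filter on low counts called a gene at an adjusted p-value under 0.05 on all 6 libraries. The simulated data show that the test makes calls at this number of mice, but they held no outlying library.

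The immune, collagen, matrix and leukocyte families kept their direction under every alternative run. Their adjusted p-values from camera of limma passed 0.05 in all of them except with the inter-gene correlation estimated, where the medians of 0.22, 0.33, 0.13 and 0.92 are unchanged by design and the adjusted p-value was 0.344. The adjusted p-values ranged from 1.97e-14 to 0.344 for the immune genes, from 9.08e-09 to 0.344 for the collagen genes, from 3.56e-10 to 0.344 for the matrix genes and from 1.89e-15 to 0.344 for the leukocyte markers. The exact permutation test of mean z-scores, which cannot go below 0.1, gave differences of 0.416, 0.441, 0.336 and 1.37. With one mouse left out, the medians ranged from 0.16 to 0.34, 0.32 to 0.49, 0.16 to 0.33 and 0.77 to 1.10.

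Without a filter on low counts, camera of limma passed 0.05 for the T cell receptor genes (median 0.21, adjusted p = 0.00286, range over alternatives 0.00286 to 0.927), the axon guidance genes (−0.012, 0.0239, range 0.0239 to 0.938) and the semaphorin genes (0.18, 0.017, range 0.017 to 0.927). The T cell receptor genes also passed without DMSO replicate 1 (median 0.094, camera of limma, adjusted p = 0.0388). Their median was −0.027 among protein-coding genes and from −0.19 to 0.094 with one mouse left out. That of the axon guidance genes was 0.17 on counts less background, and that of the semaphorin genes −0.14 on length-scaled TPM and from −0.090 to 0.17 with one mouse left out, with a z-score difference of −0.00057. Wnt target genes had a median of 0.13 on counts less background, 0.18 with a mean of at least 200 counts and −0.54 to 0.10 with one mouse left out. Neutrophil markers changed sign to −0.17 with at least 10 counts in every sample, −0.10 with the replicate block, −0.0025 among protein-coding genes, −0.061 on counts less background, −0.14 with a mean of at least 200 counts and −0.11 as a z-score, and ranged from −0.22 to 0.11 with one mouse left out. The negative median of the Wnt target genes rests on DMSO replicate 1, the library with the highest background: it was 0.097 without it, from −0.54 to −0.22 with another mouse left out and, as above, positive with background subtracted. The cause of the other reversals was not tested. Scaling by DESeq2's size factors or upper quartiles moved the median of all genes from −0.13 to −0.11 and −0.15, while subtraction of background moved it to −0.0043.

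The genes of each family that were called moved with the test. DESeq2 called 21 immune, 1 T cell receptor, 10 collagen and 26 matrix genes. Without a filter on low counts, edgeR called 36 immune, 3 T cell receptor, 11 collagen, 27 matrix and 4 axon guidance genes. Genes with a transcript called by DESeq2 numbered 10 immune, 3 T cell receptor, 7 collagen, 14 matrix, 3 axon guidance and 2 semaphorin genes. Without Cook's cutoff they were 17, 4, 9, 24, 6 and 4. With one mouse left out, edgeR called 0 in each family. Further settings were counted by family after the values were seen, for the immune, T cell receptor, collagen, matrix, axon guidance and semaphorin genes in this order. DESeq2 at an adjusted p-value under 0.1 gave 34, 1, 16, 37, 1 and 1, without Cook's cutoff 23, 1, 10, 26, 0 and 0, on 5 samples 28, 0, 10, 23, 0 and 0, and on counts less background 43, 4, 20, 51, 7 and 4. At an unadjusted p-value under 0.05, edgeR gave 72, 7, 28, 69, 12 and 7, and DESeq2 83, 8, 38, 86, 17 and 7.

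For the 38 named genes, 868 alternative values were computed: 756 kept their direction and side of the threshold, 84 in 26 genes passed the threshold, and 28 in 6 genes reversed. Porcn was −0.0052 with the background level as a covariate and from −0.022 to 0.44 with one mouse left out. Mmp2 was −0.041 on counts less background, −0.047 with a mean of at least 200 counts, −0.12 with DESeq2 on 5 samples, −0.081 with the background covariate, −0.032 with DESeq2 on counts less background and from −0.11 to 0.38 with one mouse left out. Mmp9 was 0.10 without a filter, 0.12 on counts less background, 0.14 with DESeq2 on them and from −0.33 to 0.38 with one mouse left out. Itga2 was 0.011 with DESeq2, 0.16 without a filter, 0.54 on counts less background, 0.20 with DESeq2 on 5 samples, 0.56 with DESeq2 on counts less background and from −0.37 to 0.27 with one mouse left out. Klrb1c was 0.45 with the background covariate, 3.23 with DESeq2 on counts less background and from −2.48 to −0.15 with one mouse left out. Ly6c1 was 0.043 without a filter and from −0.22 to 0.20 with one mouse left out.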

Differences from the paper's values

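The paper reports 529 differentially expressed genes, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0, with 2699 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, DESeq2 per transcript, with 480 calls, came within 1.5 times the paper's number. The others did not: DESeq2 per gene gave 315, 340 without Cook's cutoff and 797 at an adjusted p-value under 0.1, DESeq2 per transcript without Cook's cutoff 1041, and edgeR without a filter on low counts 1206. Of the alternatives added after seeing the values, none came within that range, and DESeq2 on 5 samples gave 326. The paper's methods name DESeq2 and give a general significance threshold of 0.05, without saying whether it was applied to adjusted p-values from DESeq2.

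Table 1 of the paper counts differentially expressed genes in Reactome sets, whereas the families here were defined by gene symbol, so the sets are related and not the same. Counts by family in DESeq2 at an adjusted p-value under 0.1, without Cook's cutoff, on 5 samples, on counts less background and per transcript, and in edgeR and DESeq2 at an unadjusted p-value under 0.05, were made only after seeing the values. For the immune system the paper counts 25 genes, and edgeR's test called 0 of the immune genes (72 at an unadjusted p-value under 0.05). DESeq2 with 21 and edgeR without a filter with 36 came within 1.5 times, and the other alternatives set before the data were examined for this count did not. Of those counted after seeing the values, DESeq2 without Cook's cutoff with 23, at an adjusted p-value under 0.1 with 34, on 5 samples with 28, and per transcript without Cook's cutoff with 17 came within that range. For T cell receptor signaling the paper counts 5, and edgeR's test called 0 (7 unadjusted). None of the alternatives set before the data were examined for this count closed the gap, with 1 gene by DESeq2 and 3 without a filter. Of those counted after seeing the values, the 7 of edgeR at an unadjusted p-value, 4 by DESeq2 on counts less background and 4 by DESeq2 per transcript without Cook's cutoff came within 1.5 times. For collagen formation the paper counts 6, and edgeR's test called 0 (28 unadjusted). None of the alternatives set before the data were examined for this count closed the gap, with 10 by DESeq2 and 11 without a filter, while DESeq2 per transcript, counted after seeing the values, gave 7, and 9 without Cook's cutoff.

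For extracellular matrix organization the paper counts 6, and edgeR's test called 0 (69 unadjusted). None of the alternatives set before the data were examined for this count closed the gap, nor did any counted after seeing the values: DESeq2 called 26, edgeR without a filter 27, and DESeq2 per transcript, counted after seeing the values, 14. For axon guidance the paper counts 15, and edgeR's test called 0 (12 unadjusted). The alternatives set before the data were examined for this count did not close the gap, with 4 genes without a filter. Of those counted after seeing the values, the 12 of edgeR and 17 of DESeq2 at an unadjusted p-value under 0.05 came within 1.5 times, while DESeq2 on counts less background gave 7 and DESeq2 per transcript 3, and 6 without Cook's cutoff. For semaphorin interactions the paper counts 5, and edgeR's test called 0 (7 unadjusted). None of the alternatives set before the data were examined for this count called a semaphorin gene. Of those counted after seeing the values, the 7 of edgeR and 7 of DESeq2 at an unadjusted p-value under 0.05, 4 by DESeq2 on counts less background and 4 by DESeq2 per transcript without Cook's cutoff came within 1.5 times.

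The heatmap in Fig. 2 shows, by eye, somewhat more genes lower than higher with LGK-974. DESeq2 per gene called 219 higher and 96 lower, and per transcript 222 higher and 258 lower.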

Other observations

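Of the tests in this part, those of the lower calls of DESeq2 and of the sign of the Wnt targets without DMSO replicate 1 were chosen after the result was seen. Those of leukocytes in the tissue and of Wnt targets were part of the design, but the outcome that would count for each was written down only after the result was seen.

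In other animals of this study the paper found fewer leukocytes and inflammatory monocytes by flow cytometry with LGK-974. Those cells came from whole hearts, whereas CPM gives a gene's share of the RNA of dissected infarct tissue. Fewer cells in the heart therefore need not lower this share. If the sequenced tissue also held fewer leukocytes, their marker genes would be lower. Their median log2 fold change was 0.918, with all 18 genes higher, and the camera test of limma gave adjusted p-values from 1.89e-15 to 0.344 over 17 alternatives. Of the genes of proteins in the paper's flow cytometry panel, 4 were higher without overlap: Ptprc, which encodes CD45, by a log2 fold change of 0.79 (standard error 0.19), Itgam by 0.95 (standard error 0.248), Itgax by 1.36 (standard error 0.387) and Adgre1 by 0.88 (standard error 0.182). The groups did not overlap in these 4 genes, where chance separates 10% of genes, and none passed an adjusted p-value of 0.05 over all genes by edgeR's test. DESeq2's adjusted p-values were 0.0317 for Ptprc, 0.0336 for Itgam, 0.0256 for Adgre1 and 0.0756 for Itgax. Itgam shares 3450 bases of exon with Gm49368. Ly6c2, whose reads may be divided with its paralog Ly6c1 (not tested), had a log2 fold change of 0.81 (standard error 0.412), with overlap, and from 0.36 to 1.12 with one mouse left out. Ly6c1 had −0.09 (standard error 0.261). Of the lineage markers that the panel excludes, Thy1 had a log2 fold change of 0.38 (standard error 0.219), Itga2 of −0.03 (standard error 0.362) and Klrb1c of −1.98 (standard error 1.51). The groups overlapped in Ly6c1 and in these 3, and Klrb1c, with a mean of 20.7 counts, shares 413 bases of exon with Gm44511. For the leukocyte list and these 4 genes, the hypothesis of fewer leukocytes in the sequenced tissue was not borne out, as far as a share of RNA measures cells. The medians of T and B cell markers were below 0, at −0.55 and −0.45 (camera of limma, adjusted p = 0.839 and 0.829). A further caution is that cardiomyocyte and leukocyte scores were related at r = −0.752, so the pieces may differ in their share of injured tissue.

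Genes the paper measured in cultured monocytes and macrophages were read in the tissue. Tnf had a log2 fold change of 0.89 (standard error 0.399, adjusted p = 0.368 by edgeR's quasi-likelihood test) and Il1b of 1.33 (standard error 0.681, adjusted p = 0.384 by the same edgeR test). With one mouse left out, that of Tnf ranged from 0.74 to 1.09 and that of Il1b from 0.67 to 1.89. The groups overlapped in Il1b and did not in Tnf. Mmp2 was at 16.7 ± 3.12 CPM (SD, n = 3) with LGK-974 and 16.4 ± 4.52 (SD, n = 3) with DMSO, a log2 fold change of 0.02 (standard error 0.235). Mmp9 was at 4.31 ± 2.28 and 4.46 ± 0.539 (SD, n = 3 each), a log2 fold change of −0.05 (standard error 0.432). In cells the paper found less Tnf, Il1b and Mmp2 expression with LGK-974 and no change of Mmp9.

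LGK-974 was hypothesized to lower the target genes of canonical Wnt signaling. Their median log2 fold change was −0.462, with 15 of 24 genes lower (camera of limma, adjusted p = 0.839, and 0.431 to 0.969 over 17 alternatives), and with the replicate block −0.45. The median was 0.097 without DMSO replicate 1, so its sign rests on that library, which had the highest background. The hypothesis did not pass the test. The 3 targets with the smallest p-values did not share a direction, with log2 fold changes of 1.06 for Nkd2, 0.69 for Ccnd1 and −0.46 for Znrf3. Exons of Ccnd1 share 1100 bases with a gene on the other strand.

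Genes called lower by DESeq2 may rest on the background of DMSO replicate 1, because 87.5% of the 96 had their highest normalized count there, where 3 libraries alike would each have about the same share, and 10 of the 96 were called again without that library. Of the 219 higher genes, 206 were called again. Thymus marker genes, from an organ next to the heart, had a median log2 fold change of −0.85 and all 11 were lower (camera of limma, adjusted p = 0.0169, and 0.00562 to 0.617 over 17 alternatives). On counts less background the median was −0.36, and from −1.04 to −0.10 with one mouse left out. Counts on silent genes in DMSO replicate 1 are therefore a likely source of much of this difference, and an effect of LGK-974 was not separated from them. Immediate early genes, which respond within minutes to handling or injury, had a median of 0.56 with 12 of 14 higher (camera of limma, adjusted p = 1.62e-05, and 5.59e-08 to 0.344 over 17 alternatives). Their score was 1.05 higher with LGK-974 (exact permutation test, p = 0.1).

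The tests were repeated over all 10 splits of the 6 mice into groups of 3, of which 4 part all same-numbered mice as the real split does. Because a share below 0.1 cannot be reached, these counts do not exclude a grouping by chance. Among the 4, the real one included, 1 gave as many genes by DESeq2, 1 gave a median as far from 0 for the collagen, axon guidance, semaphorin, Wnt target and leukocyte families each, 2 did for the immune and for the matrix genes, and 4 did for the T cell receptor genes. Of all 10 splits, of which 6 part only 1 same-numbered pair, 2 gave as many genes by DESeq2, 3 did for the immune and the matrix genes, 7 did for the semaphorin genes, and 1 did for the leukocyte markers. The split of the 3 libraries with the highest background, LGK-974 replicate 1 and DMSO replicates 1 and 2, from the others gave 1993 genes by DESeq2 and 2904 by edgeR at an unadjusted p-value under 0.05, more than the treatment did. By their size alone, these counts of genes do not tell background and treatment apart. Without DMSO replicate 1, DESeq2 called 206 of its 219 higher genes again, and 0 of the 219 lay in silent families. The 206 repeated calls therefore do not need that library. Background in DMSO replicate 1 would make genes lower with LGK-974, so the 0 in silent families decides nothing. Of the 96 lower genes, 10 were called again. With the background level as a covariate, edgeR gave 1380 genes at an unadjusted p-value under 0.05, against 2699 without it. In the split by background the median of the leukocyte markers was −0.38, closer to 0 than the 0.92 between the treatments.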
